# Oxygen Glucose Deprivation-Induced Lactylation of H3K9 Contributes to M1 Polarization and Inflammation of Microglia Through TNF Pathway

**DOI:** 10.3390/biomedicines12102371

**Published:** 2024-10-17

**Authors:** Lu He, Rui Yin, Weijian Hang, Jinli Han, Juan Chen, Bin Wen, Ling Chen

**Keywords:** microglia, polarization, histone H3K9 lactylation, neonatal hypoxic–ischemic encephalopathy, neuroinflammation

## Abstract

Background: Hypoxia-induced M1 polarization of microglia and resultant inflammation take part in the damage caused by hypoxic-ischemic encephalopathy (HIE). Histone lactylation, a novel epigenetic modification where lactate is added to lysine residues, may play a role in HIE pathogenesis. This study investigates the role of histone lactylation in hypoxia-induced M1 microglial polarization and inflammation, aiming to provide insights for HIE treatment. Methods: In this study, we assessed the effects of hypoxia on microglial polarization using both an HIE animal model and an oxygen–glucose deprivation cell model. Histone lactylation at various lysine residues was detected by Western blotting. Microglial polarization and inflammatory cytokines were analyzed by immunofluorescence, qPCR, and Western blotting. RNA sequencing, ChIP-qPCR, and siRNA were used to elucidate mechanisms of H3K9 lactylation. Results: H3K9 lactylation increased due to cytoplasmic lactate during M1 polarization. Inhibiting P300 or reducing lactate dehydrogenase A expression decreased H3K9 lactylation, suppressing M1 polarization. Transcriptomic analysis indicated that H3K9 lactylation regulated M1 polarization via the TNF signaling pathway. ChIP-qPCR confirmed H3K9 lactylation enrichment at the TNFα locus, promoting OGD-induced M1 polarization and inflammation. Conclusions: H3K9 lactylation promotes M1 polarization and inflammation via the TNF pathway, identifying it as a potential therapeutic target for neonatal HIE.

## 1. Introduction

Hypoxic–ischemic encephalopathy (HIE) is a neurological condition caused by oxygen deprivation to the infant brain [1]. Neuroinflammation significantly contributes to the pathophysiology of perinatal brain injury [2,3,4]. Under oxygen deprivation, microglia, the central nervous system’s immune cells, become rapidly activated and polarized, releasing inflammatory cytokines that induce neuroinflammation and brain injury. Microglia can polarize into M1 and M2 subtypes, with M1 microglia releasing cytokines such as tumor necrosis factor-α (TNFα), interleukin-1β (IL-1β), and interleukin-6 (IL-6) [5]. These cytokines induce neuroinflammation and promote neuronal damage, playing a crucial role in HIE [6,7,8]. M2 microglia can promote tissue repair and regeneration [9]. Thus, understanding the regulatory mechanisms of M1 polarization in microglia is crucial for preventing their pathogenic effects in neonatal HIE.

Epigenetic modifications regulate biological processes by adding or hydrolyzing functional groups in histones and DNA, influencing gene replication, transcription, and translation [10,11,12]. Histones, basic structural proteins of eukaryotic chromosomes, undergo post-translational modifications like methylation and acetylation, affecting their affinity for DNA, altering chromatin structure, and regulating gene expression [13,14]. Recent studies have identified lactylation [15,16] as a novel epigenetic modification, where lactate groups are added to lysine residues on histones.

Research indicates that histone lactylation can regulate neuroinflammatory phenotypes. Mao Haiping et al. found that histone lactylation promotes inflammation by activating the NF-κB pathway [17], while Zhao Yingming et al. discovered that histone lactylation increases the M2 marker Arg1 in macrophages [15]. During HIE, hypoxia induces significant lactate accumulation in microglia [18], but it is unclear whether lactate can act as a substrate to promote histone lactylation, thereby regulating microglial polarization.

In this study, we demonstrate that oxygen–glucose deprivation (OGD) induces increased lactate production in microglia. Mechanistically, we find that H3K9 lactylation regulates the TNF signaling pathway in microglia, promoting M1 polarization and the associated inflammatory response. Our findings provide new insights into mitigating neuroinflammation through histone epigenetic modifications following OGD.

## 2. Materials and Methods

### 2.1. Neonatal Hypoxic–Ischemic Encephalopathy Rat Model

The Rice–Vannucci rat model is extensively used to study neonatal HIE [19]. Sprague–Dawley (SD) neonatal rats were sourced from Shulaibao Biotechnology Co., Ltd. (Wuhan, China). P7 pups were anesthetized with 2% isoflurane, followed by exposure and double ligation of the left common carotid artery (CCA) using 5.0 silk sutures. After wound suturing, the pups recovered for 1 h before being exposed to an environment of 8% O_2_ and 92% N_2_ for 2 h at 37 °C. Subsequently, they were returned to their dam for recovery. In the sham group, the CCA was exposed without ligation, and no hypoxic treatment was applied. There were 20 rats in sham group or HIE model group. All procedures were approved by the Experimental Animal Ethics Committee of Tongji Medical College, Huazhong University of Science and Technology. The registration number of the ethical approval is [2023] IACUC Number:3908.

### 2.2. Cell Culture and Oxygen Glucose Deprivation Cell Model

BV2 microglial cells were obtained from Wuhan Servicebio Technology Co., Ltd. The cells were cultured in DMEM (Gibco, 11995065, New York, NY, USA) with 10% fetal bovine serum (Yeasen, 40131ES76, Shanghai, China) for two days. When they reached around 70% confluence, oxygen glucose deprivation (OGD) induction began by replacing the old medium and washing the cells three times with PBS before adding different media. The normal group received complete medium with 10% fetal bovine serum and was incubated at 37 °C with 5% CO_2_. In contrast, the OGD model group was exposed to low-glucose DMEM (Gibco, 6123033, New York, NY, USA) with 4% fetal bovine serum in a hypoxic chamber set to 37 °C, 5% CO_2_, 4% O_2_, and 91% N_2_. Cells were collected at various time points for subsequent experiments.

### 2.3. TTC Staining

Twenty-four hours post-hypoxia–ischemia, TTC staining was used to measure the cerebral infarction area. Rats were anesthetized with 2% isoflurane and decapitated. The brains were quickly dissected on ice and frozen at −80 °C for 5 min, then sliced according to mold size. The slices were then placed in TTC staining solution and incubated at 37 °C in the dark for 30 min, flipping every 5 min. After staining, the slices were washed twice with PBS and fixed with 4% paraformaldehyde for observation and photography. The infarct area was analyzed using software ImageJ 1.54f and calculated as: percentage of infarct area (%) = (infarct area/total brain tissue area) × 100%.

### 2.4. Cell Counting Kit-8 Viability Assay

BV2 cells were cultured for 24 h after being seeded at 5000 cells/well in 96-well plates. The following day, the medium was replaced. The total treatment duration was 24 h. Cells from different experimental groups were exposed to OGD treatment at the 1st, 13th, and 19th hours (as detailed in Section 2.2), alongside a control group maintained under standard culture conditions. After the treatment, 100 μL of Cell Counting Kit-8 (CCK8) working solution (Abbkine, ATWD2409, Wuhan, China) was added to each well. After 30 min of incubation, the absorbance at 450 nm was measured using a microplate reader. Cell viability was determined by normalizing the absorbance of each group with that of the blank group. All data were normalized using the mean of the 0H group.

### 2.5. Lactate Measurement

Lactate levels in tissues and cell pellets were measured using an L-lactate assay kit (Cat# A019-2-1, Nanjing Jiancheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions. The cells (as detailed in Section 2.2 and Section 2.8) were harvested and transferred to centrifuge tubes, then washed with pre-cooled PBS. The supernatant was removed after centrifugation, and 1 mL of lactate assay buffer was added. Cells were sonicated by ultrasound in an ice bath for 5 min (200 W, 3 s, 7 s intervals, 30 times). After centrifugation at 12,000× *g* for 5 min at 4 °C, the supernatant was transferred to a new EP tube for measurement. Ten milligrams of fresh hippocampal tissue (as detailed in Section 2.1) were ground in a high-speed tissue grinder (KZ-11, Servicebio, Wuhan, China) at 120 Hz for 2 min. The tissue was mixed with 1 mL of lactate assay buffer, homogenized in an ice bath, and centrifuged at 12,000× *g* for 5 min at 4 °C. Then, 2 μL of the supernatant was used to determine the protein concentration using the BCA kit (20201ES86, Yeasen). The rest of the supernatant was collected for measuring lactate levels using the L-lactate assay kit. The collected supernatant, distilled water, and 3 mM standard substance (3 mM L-lactate) were added into separate EP tubes. Then, the enzyme working solution and the chromogenic agent were added, mixed, and reacted in a water bath at 37 °C for 10 min. After reaction, the termination solution was added to each EP tube and thoroughly mixed. Finally, the absorbance was measured using a microplate reader at a wavelength of 530 nm. The content of lactate was calculated from the absorbance of the microplate reader compared with the protein concentration. The computational formula was as follows: (absorbance of sample − absorbance of distilled water)/(absorbance of standard substance − absorbance of distilled water) × concentration of the standard/protein concentration of the sample. All concentrations of samples were normalized using the mean value of the control group.

### 2.6. Immunofluorescence Staining

Twenty-four hours after modeling (as detailed in Section 2.1), rats were anesthetized and perfused transcardially with ice-cold 4% paraformaldehyde. The brains were fixed in the same solution for 24 h, then placed in 30% sucrose for dehydration over 3 days. Coronal sections, 15 μm thick, were cut at −20 °C using a cryostat (FS800, RWD, Shenzhen, China), mounted on slides, and subjected to immunofluorescence staining. Sections were blocked with 10% goat serum and incubated with primary antibodies (anti-Iba1, Servicebio, GB12105-10; ant-LDHA, Proteintech, 19987-1-AP, Wuhan, China; anti-H3K9 lactylation, PTM BIO, PTM-1419RM, Hangzhou, China; anti-iNOS, Proteintech, 18985-1-AP), followed by secondary antibodies (Alexa Fluor 488 and Cy3 conjugates, Servicebio, GB25303; GB21301; GB25301; GB21303), for 1 h. For cell samples, cells were grown on confocal dishes (Biosharp, BS-15-GJM, Beijing, China), fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100, and blocked with 5% BSA. Cells were then incubated with primary antibodies (anti-H3K9 lactylation, PTM BIO, PTM-1419RM; anti-iNOS, Proteintech, 18985-1-AP) and secondary antibodies (Alexa Fluor 488 and Cy3 conjugates, GB25303 and GB21303). Confocal microscopy (Nikon, AX/AX R with NSPARC, Japan, China) was used for imaging with average fluorescence intensity measured by ImageJ 1.54f software, and iNOS-positive cells were counted manually. The through-focus images for z-stacks were generated from confocal microscopy (Nikon, AX/AX R with NSPARC). Pearson’s coefficient of colocalization analysis was performed using a plugin named JACoP [20] in ImageJ. The total number of cells shown by DAPI was used to calculate the percentage of cells expressing positive proteins. Anti-LDHA, anti-H3K9 lactylation, and anti-iNOS were prepared from rabbit. Anti-Iba1 was prepared from mouse. The secondary antibody conjugated to Alexa Fluor 488 (GB25303) and Cy3 (GB21303) was prepared from goat, which was anti-rabbit. The secondary antibody conjugated to Alexa Fluor 488 (GB25301) and Cy3 (GB25301) was prepared from goat, which was anti-mouse.

### 2.7. Western Blotting

Protein extraction was performed using RIPA lysis buffer containing deacetylase inhibitors (MCE, HY-K0030, Shanghai, China) and phenylmethylsulfonyl fluoride (PMSF). The sample was lysed for 15 min on the ice, then centrifuged at 16,000× *g* for 15 min at 4 °C. We measured protein concentration of the supernatant via the BCA kit (20201ES86, Yeasen) and adjusted the protein concentration to be consistent by adding RIPA lysis buffer. Finally, loading buffer was added, and a metal bath at 100 °C was used for 10 min. Equal amounts of protein were separated by 10% SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blocked with 5% non-fat milk and incubated with primary antibodies (anti-Pan Kla, PTM BIO, PTM-1401; anti-Actin, Abclonal, AC026, Wuhan, China; anti-H3, Abclonal, A2352; anti-H4, Abclonal, A23000; anti-iNOS, Proteintech, 18985-1-AP; anti-CD206, Abclonal, A8301; anti-H3K9 lactylation, Abclonal, A18827; anti-H3K18la, Abclonal, A21214; anti-H3K27la, Abclonal, A18825; anti-H3K56la, Abclonal, A18826; anti-H4K16la, Abclonal, A18828; anti-H4K8la, Abclonal, A18830) overnight, followed by TBST washing. Membranes were then incubated with secondary antibodies (Abclonal, AS014) and visualized using ECL in a dark room. Protein expression levels were evaluated by densitometry using ImageJ 1.54f software and normalized accordingly. The expression level of histone 3 modifications was relatively quantified by the expression level of histone 3, and the expression level of histone 4 modifications was relatively quantified by the expression level of histone 4. The expression of other proteins was relatively quantified using the expression of Actin. All data were normalized using the control group. All primary antibodies were prepared from rabbit. The secondary antibody conjugated was prepared from goat, which was anti-rabbit.

### 2.8. siRNA Transfection

siRNA or negative control siRNA was transfected using non-liposome PEI transfection reagent (40806ES, Yeasen) following the standard protocols. BV2 cells were transfected in 6-well plates at 80% confluence with 75 nM control siRNA (NC) or LDHA-targeted siRNA (siLDHA) (sense, 5′-CAGCAAAGACUACUGUGUATT-3′; antisense, 5′-UACACAGUAGUCUUUGCUGTT-3′), TNFα-targeted siRNA (siTNFα) (sense, 5′-GCAUGGAUCUCAAAGACAATT-3′; antisense, 5′-UUGUCUUUGAGAUCCAUGCTT-3′). BV2 cells were seeded 14–18 h before transfection to ensure the required 70–80% confluence at the time of collection. After 24 h of transfection, the cells showed normal morphology and no significant cell death was observed, and then cells were treated under control conditions (DMEM medium, 10% FBS) or OGD conditions.

### 2.9. Real-Time Quantitative PCR

Collected cells were lysed with Trizol reagent. Half the trizal volume of chloroform was added, and then we waited for 5 min. The mixture was centrifuged at 12,000× *g* for 10 min at 4 °C to reach stratification. Then supernatant was mixed with an equal volume of isopropyl alcohol. After centrifugation at 12,000× *g* for 10 min at 4 °C, the sediment was washed twice with 75% ethanol, and mRNA was dissolved in ddH_2_O. cDNA was synthesized using a commercial reverse transcription kit (BL699A, Biosharp). Real-time quantitative PCR (qPCR) analysis was performed using a commercial qPCR kit (Abclonal, RK20404) with a qPCR detection system (Bio-Rad, 1855201, Shanghai, China). The following primers were used: *Actin*, ACCTTCTACAATGAGCTGCG/CTGGATGGCTACGTACATGG; *Inos*, GTTCTCAGCCCAACAATACAAGA/GTGGACGGGTCGATGTCAC; *Cd206*, CTCTGTTCAGCTATTGGACGC/CGGAATTTCTGGGATTCAGCTTC; *Ldha*, TGTCTCCAGCAAAGACTACTGT/GACTGTACTTGACAATGTTGGGA; *Mcp1*, TTAAAAACCTGGATCGGAACCAA/GCATTAGCTTCAGATTTACGGGT; *Il-6*, CCAAGAGGTGAGTGCTTCCC/CTGTTGTTCAGACTCTCTCCCT; *Tnfα*, CCCTCACACTCAGATCATCTTCT/GCTACGACGTGGGCTACAG; *Gm-csf*, GGCCTTGGAAGCATGTAGAGG/GGAGAACTCGTTAGAGACGACTT; *Il-18*, and GACTCTTGCGTCAACTTCAAGG/CAGGCTGTCTTTTGTCAACGA. mRNA expression levels were relatively quantified by the *Actin* expression levels. All data were normalized using the control group.

### 2.10. RNA Library Preparation and Sequencing

Samples were placed in Trizol and stored at −80 °C. Subsequent sequencing techniques and analysis were supported by Novogene. According to the manufacturer’s instructions, RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Clean data were obtained by removing reads containing adapters, reads containing N base, and low-quality reads from raw data. FeatureCounts v1.5.0-p3 was used to count the read numbers mapped to each gene. Then, the FPKM of each gene was calculated based on the length of the gene and the read count mapped to this gene. The R Bioconductor package DESeq2 was utilized to screen out differentially expressed genes (DEGs). The *p* value < 0.01 and |log2fc| > 0.5 were set as the cut-off criteria for identifying DEGs. Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were identified using the KOBAS 2.0 server to sort out functional categories of DEGs.

### 2.11. Chromatin Immunoprecipitation

Chromatin immunoprecipitation (ChIP) was conducted using a commercial ChIP kit (Abclonal, RK20258). Cells (as detailed in Section 2.2) were collected from the culture dish using a cell scraper with PBS, and the supernatant was removed after centrifugation. The next step was stabilizing interactions between proteins and DNA within chromatin using formaldehyde crosslinking. Subsequent steps included extracting cell nuclei from samples, followed by sonication to shear chromatin into appropriately sized DNA fragments. Specific antibodies (anti-H3K9 lactylation, PTM BIO, PTM-1419RM) were then used for immunoprecipitation, binding to target proteins. Washing steps removed non-specifically bound proteins and other contaminants. Crosslinks were reversed, and enzyme digestion (Abclonal, RK20258) was used to remove protein crosslinks, allowing the DNA fragments to dissociate. Finally, DNA was purified using a commercial DNA extraction kit (Abclonal, RK30100) and analyzed by qPCR to quantify or qualitatively assess the binding of *Tnfα*.

### 2.12. Statistical Analysis

Statistical analysis was conducted using GraphPad Prism 8.0.2 software. Data were compared using the unpaired Student’s *t*-test for two groups, while one-way ANOVA with Tukey’s post hoc test was used to compare data between multiple groups. Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Hypoxia Promotes M1 Polarization of Microglia

To determine whether microglia undergo polarization and to identify the type of microglia polarization in HIE, we established an HIE model in 7-day-old SD rat pups, with sham-operated pups as the control group. Compared to the sham group, TTC staining demonstrated a pronounced infarct on the left hemisphere of the brain in the HIE group (Figure 1A). Immunofluorescence detection showed a significant increase in the M1 microglia marker iNOS in the HIE group compared to the sham group (Figure 1B). Western blotting assessments confirmed a significant increase in iNOS and a decrease in CD206, the M2 microglia marker, in HIE versus sham brain tissues (Figure 1C). In vitro, immunofluorescence analysis revealed a substantial elevation in iNOS (+) microglia in the OGD model (Figure 1D). qPCR and Western blotting analysis also indicated a significant increase in iNOS protein and mRNA expression levels and a significant decrease in CD206 protein and mRNA expression levels after OGD (Figure 1E,F).

Collectively, these findings indicated that neonatal hypoxia leads to brain tissue infarction and fosters M1 polarization of microglia.

### 3.2. Lactate Accumulates During Oxygen–Glucose Deprivation in Microglia

During OGD, cells underwent metabolic reprogramming to initiate anaerobic glycolysis [21]. Brain tissues from HIE neonatal rats exhibited significantly elevated lactate levels compared to their sham-operated counterparts, reflecting enhanced anaerobic glycolysis (Figure 2A). In BV2 microglial cells subjected to OGD, lactate accumulation increased progressively over time (Figure 2B). Concurrently, CCK8 demonstrated a decline in cell survival with extended OGD exposure (Figure 2C). Notably, after 24 h of OGD, *Ldha* mRNA expression in BV2 cells was significantly elevated compared with controls (Figure 2D). LDHA catalyzes the terminal step in lactate production during anaerobic glycolysis [22,23]. Western blotting analysis showed a significant upsurge in LDHA protein levels (Figure 2E), and immunofluorescence indicated a marked increase in LDHA in Iba1- positive microglia within the HIE animal model (Figure 2F). In summary, these findings from both the animal and cellular models suggest an upregulation of LDHA, facilitating increased lactate production by microglia.

### 3.3. Increased H3K9 Lactylation Following Oxygen Glucose Deprivation in Microglia

Total protein lactylation levels in BV2 cell gradually increased during OGD (Figure 3A). Analysis of histone lactylation sites showed a significant elevation in H3K9 lactylation (Figure 3B). Immunofluorescence staining of microglia (Iba1-positive) in both the BV2 OGD model and the SD rat HIE model demonstrated a marked increase in H3K9 lactylation (Figure 3C,D). However, the evaluation of total protein acetylation and H3K9 acetylation levels in BV2 cells during OGD revealed no significant changes (Figure 3E).

### 3.4. H3K9 Lactylation Activates the TNF Signaling Pathway to Regulate M1 Polarization and Inflammation in Microglia

Previous studies have demonstrated that the histone acetyltransferase P300 mediates histone lactylation by transferring lactyl groups to lysine residues on histones [24,25]. At the beginning of the OGD, we added 50 μM P300 inhibitor, A-485 (MCE, HY-107455), for 24 h to significantly suppress OGD-induced H3K9 lactylation (Figure 4A). Immunofluorescence and Western blotting analyses showed that P300 inhibition reduced the expression of the cell marker iNOS in OGD-induced M1-type microglia (Figure 4B,C). These findings suggest that reducing H3K9 lactylation levels may attenuate M1 polarization in microglia.

To elucidate the molecular mechanisms involved, we performed transcriptomic analysis (Figure 5A–E). 

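RNA was sequenced from BV2 cells, an immortalized mouse microglial line, in 3 groups of 3 libraries each: control, OGD and OGD + A-485. The paper describes OGD as low-glucose medium with 4% serum in a hypoxic chamber, and the control as medium with 10% serum. A-485, an inhibitor of the acetyltransferase P300, was added at 50 μM at the start of 24 h of OGD in the experiments that precede the transcriptome, and the time and dose are taken to be the same here. There was no group with A-485 and without OGD among the libraries. The authors removed reads with adapters, N bases or low quality, counted the reads on each gene with featureCounts and deposited FPKM, fragments scaled to gene length and sequencing depth, for 54532 genes. FPKM was multiplied by the gene's length and by the authors' divisor for the library. With unit factors, this gave whole reads for 100% of the values above 0 in every library, so the reads on genes could be recovered. They came to 12681228, 13653401 and 15594706 in the control group, to 12593250, 12842430 and 14000875 in the OGD group, and to 15208237, 16091038 and 15126135 in the OGD + A-485 group. At these depths, 1 read on a gene of 1 kb corresponded to between 0.0618 and 0.0786 FPKM. The number by which the authors divided was a median-of-ratios size factor times the geometric mean of the library totals, and not the total of the library itself. The text of the paper does not name the aligner, the genome build or the annotation release, and 98.3% of the gene identifiers found in GENCODE M21 had the GRCm38 coordinates of that release. No libraries were identical, and the replicates of a group differed by more than counting noise (chi-square per degree of freedom from 2.8 to 5.73).

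From the deposited values, log2(FPKM + 0.1) was fitted with limma over the 9 libraries together, for the 16123 genes with a mean of at least 0.2 FPKM. A gene was called with the thresholds of the paper, a p-value under 0.01 and an absolute log2 fold change above 0.5. Fold changes on this scale understate the change of genes with low FPKM. In the principal components of the same values, the first component held 40.4% of the variance and the second 18.0%. On the first, the OGD + A-485 libraries lay between 73.4 and 76.8, the OGD libraries between -28.5 and -27.7 and the control libraries between -47.3 and -46.5. On the second, the control libraries lay between 36.2 and 42.0, the OGD libraries between -56.2 and -41.0 and the OGD + A-485 libraries between 4.87 and 8.75. The shares depended on the handling of low values and on scaling. They were 53.3% and 22.7% with a pseudocount of 1, and 31.6% and 15.6% with a pseudocount of 0.01. With genes scaled to unit variance, the second component held 27.4%.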

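Between the OGD and the control group, 1803 of the 16123 genes tested were called higher and 1581 lower. Between the OGD + A-485 and the OGD group, 1974 genes were called higher and 2165 lower. Under quantile normalization the genes lowered by OGD outnumbered those raised, 1756 against 1622. The adjusted p-value (limma, Benjamini-Hochberg) was under 0.05 for 7300 genes in the first comparison and 8036 in the second. The genes raised by OGD and lowered by A-485 numbered 531, against 242.1 from the product of the call rates. Of the genes raised by OGD, 29.5% were lowered by A-485, against 13.4% of all genes tested (odds ratio 3.24, two-sided Fisher's exact test, p = 1.37e-81, with genes that are not independent replicates). The remaining genes raised by OGD numbered 1272, and those only lowered by A-485 numbered 1634. Across the alternatives, the overlap lay between 436 genes with a pseudocount of 1 and 630 with an adjusted p-value under 0.05. The first shared 409 of the 531 genes and the second all 531. With the replicate number as a block, 1740 genes were raised by OGD, 2109 were lowered by A-485 and 518 were in the overlap. Libraries with the same replicate number did not deviate together, with a mean correlation across genes of -0.002 for same-numbered and 0.001 for different-numbered libraries. In the OGD + A-485 libraries, 11 blocks of neighbouring genes were shifted together against OGD. Of the 447 overlap genes with a mean of at least 1 FPKM on the autosomes and X, 70 (15.7%) lay in them. Of all 11863 such genes, 9.2% did. The lowered blocks held 64 of the 70 and 720 of the 11863.

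Among annotated genes with a mean of at least 1 FPKM, the 5 overlap genes for which the smaller of both changes was largest were Etv3l, Ccdc155, AA467197, Rgs9 and Edn1. AA467197 (ENSMUSG00000033213), on chromosome 2 from 122636986 to 122641191 of GRCm38, had 8.12 ± 0.471 FPKM in control, 65.6 ± 7.34 in OGD and 4.92 ± 0.377 in OGD + A-485 (SD, n = 3 each). Its log2 fold change was 2.99 with OGD (standard error 0.09, adjusted p = 2.39e-07 from limma) and -3.71 with A-485 (standard error 0.09, adjusted p = 2.25e-08 from limma). Rgs9 rose from 0.328 ± 0.0348 to 2.71 ± 0.079 FPKM and fell to 0.365 ± 0.0712, and Ccdc155 rose from 0.323 ± 0.137 to 3.52 ± 0.293 FPKM and fell to 0.106 ± 0.0741 (SD, n = 3 each). Etv3l, annotated as an unprocessed pseudogene, rested on 15 to 21 reads in OGD and on 0 reads in OGD + A-485, at least 6.51-fold lower.

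**Figure D1:**
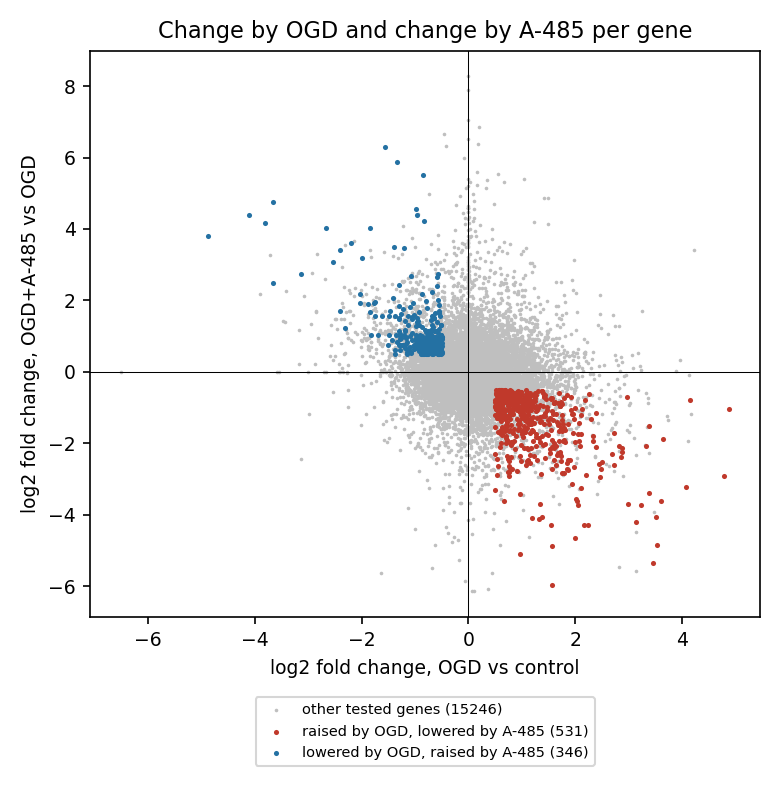
Log2 fold change of each tested gene in OGD against control (horizontal axis) and in OGD + A-485 against OGD (vertical axis), each the difference of the means of 3 libraries on the log2(FPKM + 0.1) scale. Red points are the 531 genes raised by OGD and lowered by A-485, blue points the 346 genes lowered by OGD and raised by A-485, and gray points the other tested genes.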

We compared the differentially expressed genes (DEGs) that were upregulated in the OGD group versus the control group and downregulated in the OGD-A485 group versus the OGD group (*p* < 0.01, |log2fc| > 0.5), identifying 504 genes shown in a Venn diagram (Figure 5B). 

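The genes of the M1 panel in Fig. 5C were Nos2, Cd80, Fcgr2b (for Cd32), Ccl2, Il6, Csf2, Tnf, Il18, Ccl3 and Ccl4. All 10 were called lower in OGD + A-485 than in OGD, and in each of them every OGD + A-485 library was below every OGD library. In 9 of the 10, every OGD library was above every control library, the exception being Il18. A two-sided exact permutation test of 3 against 3 libraries cannot go below p = 0.1, which all of these separations reached. Past the thresholds in both directions were 7 of the 10. Nos2, which encodes iNOS (chromosome 11, 78920787 to 78960254), had 117 ± 2.07 FPKM in control, 619 ± 28.7 in OGD and 281 ± 14.0 in OGD + A-485 (SD, n = 3). Its log2 fold change was 2.40 with OGD (standard error 0.05, adjusted p = 3.66e-08 from limma) and -1.14 with A-485 (standard error 0.05, adjusted p = 4.61e-07 from limma). Ccl3 went from 2220 ± 141 to 5040 ± 536 and then to 1940 ± 180 FPKM, and Ccl4 from 600.0 ± 23.6 to 1230 ± 93.9 and then to 394 ± 63.5 FPKM (SD, n = 3). Under quantile normalization, Ccl3 no longer passed the p threshold, with limma's unadjusted p at 0.0145 for OGD and 0.0186 for A-485. Fcgr2b, which overlaps an antisense gene, went from 15.4 ± 0.613 to 25.2 ± 0.947 and then to 7.19 ± 0.152 FPKM. Ccl2 and Csf2 also overlap genes on the opposite strand, which had means of 0.488 and 0.104 FPKM. Csf2 rested on few reads, 20 to 36 per library in control, 40 to 51 in OGD and 9 to 14 in OGD + A-485, and its log2 fold changes were 1.04 and -2.12.

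Cd80, Il6 and Il18 were not called higher in OGD in the fit given. Some alternatives called Cd80 (such as quantile normalization) or Il6 (such as a pseudocount of 1, the replicate block or limma-voom). None called Il18. Cd80 rose from 6.61 ± 0.528 to 9.32 ± 0.772 FPKM, a log2 fold change of 0.49 (adjusted p = 0.00167 from limma), just under the threshold on the size of the change. Il6 rose from 3.25 ± 0.186 to 5.12 ± 1.41 FPKM, with a log2 fold change of 0.61 and an unadjusted limma p of 0.0175. It then fell to 0.401 ± 0.109 FPKM, which rests on 11 to 20 reads per library. Il18 had 3.20 ± 0.879 FPKM in control and 3.87 ± 0.609 in OGD, a difference within the spread between replicates (log2 fold change 0.29, adjusted p = 0.343 from limma). It overlaps Bco2 on the opposite strand, and whether the counting used the strand is not stated. Relative to control, 6 of the 10 genes were called lower in OGD + A-485 and 1, Nos2, higher. Ldha, which Fig. 5C also lists, had 777 ± 7.60 FPKM in control, 810 ± 39.0 in OGD and 848 ± 24.3 in OGD + A-485 (SD, n = 3), with log2 fold changes of 0.06 and 0.07 and adjusted p-values of 0.412 and 0.342 from limma.

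**Figure D2:**
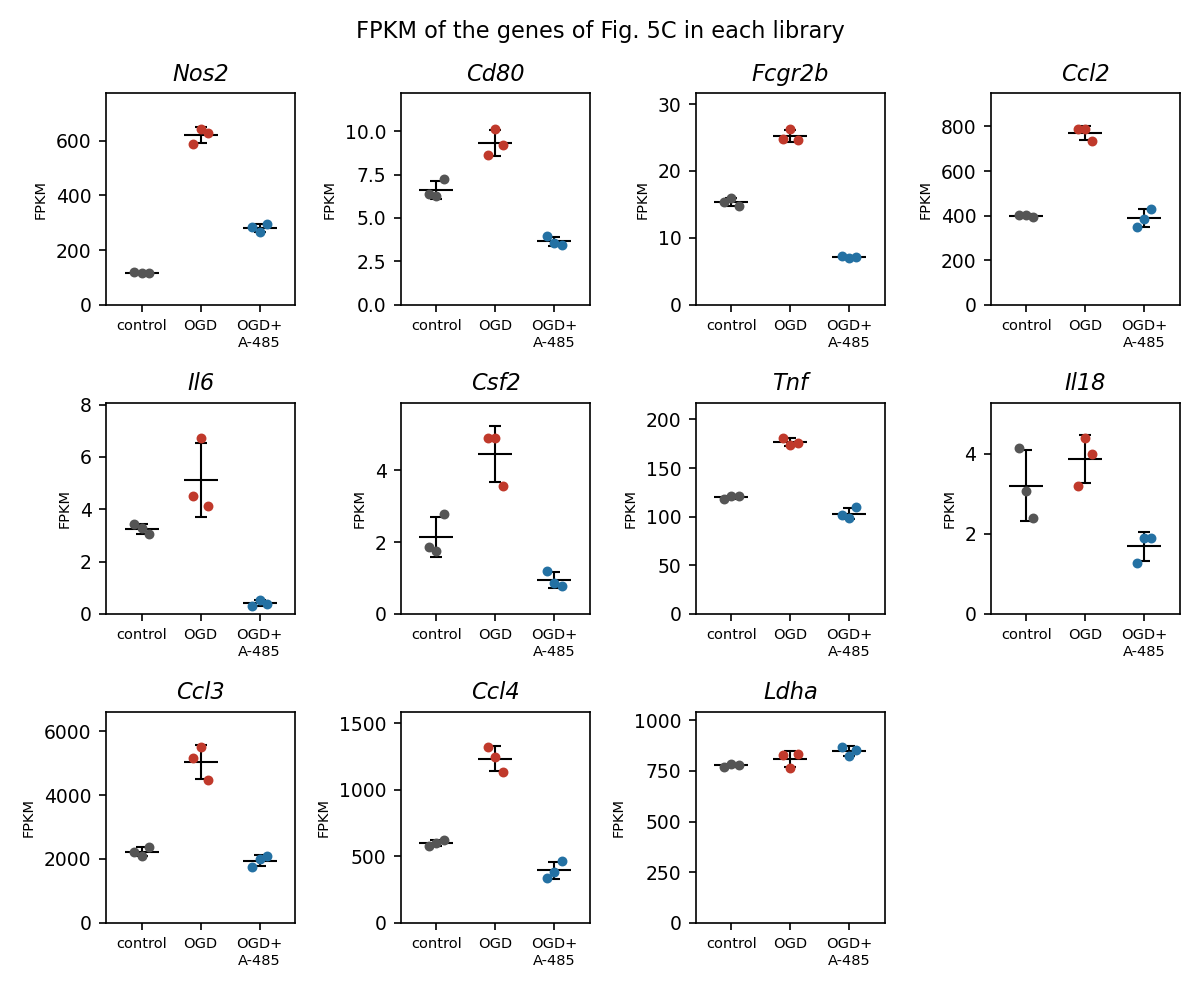
FPKM of each gene of Fig. 5C in the 9 libraries, with an axis from 0 for each gene. Points are libraries, horizontal lines the mean and error bars the SD of 3 libraries. All genes but Ldha are lower in every OGD + A-485 library than in every OGD library.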

Among the 504 DEGs, we found that OGD-induced M1 microglia-specific genes were all suppressed by P300 inhibitor treatment (Figure 5C). KEGG enrichment analysis of these 503 genes revealed significant enrichment in the TNF signaling pathway (Figure 5D). 

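No KEGG table was used here. The TNF signaling pathway was represented by a list of 111 genes written from general knowledge before the values were seen, of which 94 were among the genes tested. Of these, 13 were in the overlap of genes raised by OGD and lowered by A-485, 13.8% against 3.29% of all genes tested (odds ratio 4.81, one-sided Fisher's exact test, p = 1.22e-05, the same after adjustment over the 3 lists). In 10000 random lists with the same mean FPKM, the mean was 3.35 genes and the p-value 0.0001, the smallest that number of lists can give. The part of the list that holds the pathway's outputs, the cytokines, chemokines and other induced genes, had 9 of 29 tested genes in the overlap (odds ratio 13.4, Fisher's exact test, p = 2.37e-07). The 13 genes were Lif, Edn1, Csf2, Traf1, Map2k6, Ptgs2, Mmp9, Ccl2, Creb5, Mlkl, Tnf, Junb and Nfkbia. Of these, the paper itself names Lif, Edn1, Ptgs2 and Ccl2 from the same libraries, and Fig. 5C shows Csf2 and Tnf. The enrichment is therefore no independent test of the one in the paper. With the replicate number as a block, 14 genes were in the overlap (odds ratio 5.39, Fisher's exact test, p = 1.73e-06). Across the alternatives that kept the whole list, the odds ratio lay between 4.37 and 6.49.

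OGD raised 27 of the 94 genes and lowered 7. Of the 27, A-485 lowered 13, raised 4 further and left 10 without a call. A-485 also lowered 10 genes of the list that OGD had not raised and raised 14 genes in all. Among the genes of the list raised by OGD, the log2 fold change with A-485 ran from -3.13 for Lif to 1.07 for Il15. Il1b (1.79 with OGD and 0.29 with A-485) and Cxcl2 (2.61 and -0.33) were among the 10 without a call. Il15 and Cxcl2 were chosen as examples after their values had been seen. Of the 94 genes, 69 had an adjusted p-value (limma, adjusted over the list alone) under 0.05 with OGD and 64 with A-485, against 66 and 63 when adjusted over all genes tested.

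**Figure D3:**
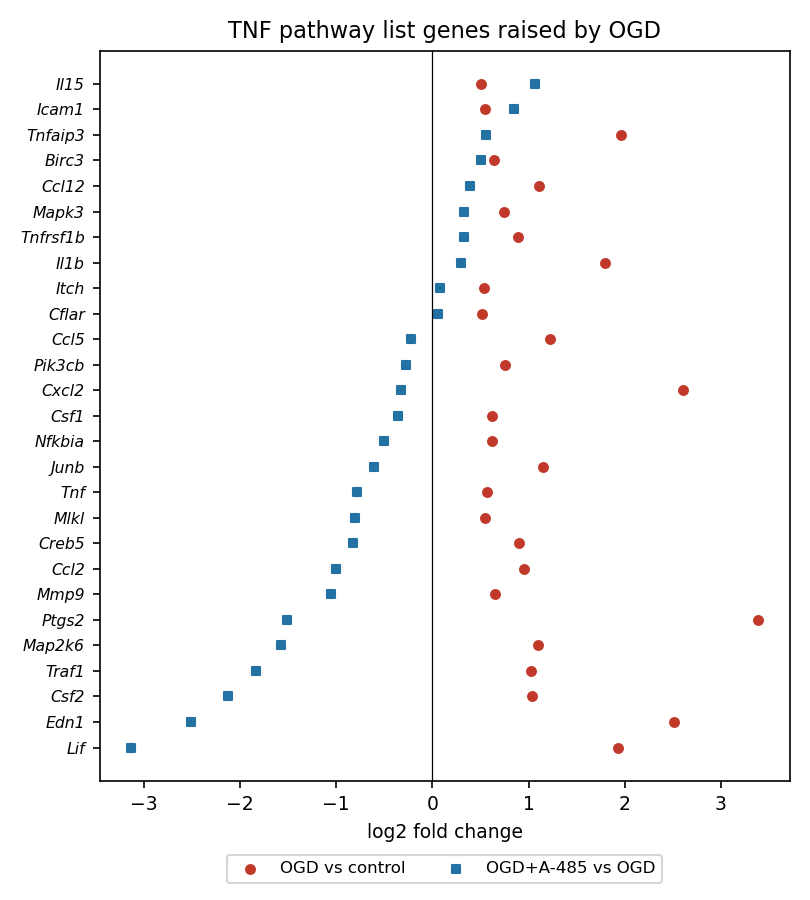
Log2 fold change of the 27 genes of the TNF pathway list that were raised by OGD. Circles show OGD against control and squares OGD + A-485 against OGD, each from 3 libraries per group. The genes are ordered by the change with A-485, from Lif (-3.13) to Il15 (1.07).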

GO enrichment analysis indicated significant enrichment in biological processes regulating inflammation (Figure 5E). 

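The GO terms were represented by a list of cytokine genes and a list of inflammatory response genes, also written before the values were seen. Of the 52 cytokine genes tested, 17 were in the overlap (odds ratio 14.7, one-sided Fisher's exact test, p = 3.7e-13, adjusted over the 3 lists 1.11e-12), where random lists of the same mean FPKM had a mean of 2.11. Of the 103 inflammatory response genes tested, 19 were in the overlap (odds ratio 6.85, Fisher's exact test, p = 9.36e-10, adjusted 1.4e-09), against a mean of 3.77. No random list matched on mean FPKM, alone or together with GC content or gene length, reached either number. The lists share genes with each other and with the TNF pathway list, so the tests are not independent. Both also hold genes that the paper shows from the same libraries, such as Tnf, Ccl2 and Csf2, and so are no independent test of its enrichment.

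Not all genes of the lists moved the same way. The median log2 fold change of the cytokine list was 0.77 with OGD (42 of 52 genes higher) and -0.46 with A-485 (31 lower), and that of the inflammatory response list 0.29 with OGD (73 of 103 higher) and 0.22 with A-485 (43 lower). The unadjusted p from limma's camera was 8.92e-08 and 0.0184 for the cytokine list, and 6.77e-06 and 0.077 for the inflammatory response list. Of the cytokine genes, 29 were raised by OGD, of which A-485 lowered 17, raised 4 further and left 8 without a call. Of the inflammatory response genes, 38 were raised by OGD, of which A-485 lowered 19, raised 9 further and left 10 without a call. A-485 raised 38 inflammatory response genes in all and lowered 26. Among the cytokine genes lowered were Ccl7 (log2 fold change 1.76 with OGD and -1.66 with A-485), Csf3 (2.08 and -1.43) and Osm (0.93 and -0.96), and among those raised further was Il1a (2.47 and 1.61). These genes were chosen as examples after their values had been seen.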

The TNF signaling pathway, a classical inflammatory pathway, is known for its role in activating M1 macrophage polarization [26]. We further examined the expression of *Tnfα*, a key molecule in this pathway, using Western blotting and qPCR. Both mRNA and protein levels of TNFα significantly increased after OGD and decreased significantly following treatment with the P300 inhibitor (Figure 5F,G). Additionally, qPCR results showed that several pro-inflammatory genes, including *Gm-csf*, *Mcp1*, and *Il-6*, were upregulated after OGD and downregulated by the P300 inhibitor (Figure 5G). These findings suggest that H3K9 lactylation may promote M1 microglial polarization and inflammation through the TNF signaling pathway.

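Tnf (ENSMUSG00000024401), which encodes TNFα, lies on chromosome 17 from 35199381 to 35202007 of GRCm38 on the minus strand. It had 120.0 ± 1.68 FPKM in control, 177 ± 3.95 in OGD and 103 ± 5.77 in OGD + A-485 (SD, n = 3), from 2438 to 4061 reads per library. Its log2 fold change was 0.56 with OGD (standard error 0.04, adjusted p = 1.61e-05 from limma) and -0.78 with A-485 (standard error 0.04, adjusted p = 1.66e-06 from limma). Each change was larger than the spread between replicates. Under quantile normalization the rise was 0.48 and no longer past the threshold on the size of the change. With each library left out in turn, the rise stayed between 0.55 and 0.58 and the fall between -0.82 and -0.74. In OGD + A-485, Tnf was below the control level (log2 fold change -0.22, adjusted p = 0.00264 from limma). With the median of neighbouring genes removed, an alternative chosen after the data had been seen, the rise was 0.56 and the fall -0.57, so the level below control was not found in that fit. Over all genes raised by OGD and lowered by A-485, 57.3% were below the control mean in OGD + A-485 (SD 2.7 over the 3 OGD + A-485 libraries). By the same thresholds, 24.1% were called lower than control, 9.6% higher and 66.3% neither. The libraries measure RNA, and lactylation of H3K9 was not measured in them. A-485 inhibits P300, which the paper describes as an acetyltransferase that also transfers lactyl groups to histones. Because P300 acts on both modifications, the paper turned to knockdown of LDHA in a separate experiment. These libraries do not tell an effect of A-485 through lactylation from an effect through acetylation. From the genes raised by OGD and lowered by A-485, their enrichment in the TNF signaling pathway and the changes of TNFα and pro-inflammatory genes, the paper proposes that H3K9 lactylation acts on M1 polarization and inflammation through this pathway.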

To further elucidate the role of the TNF signaling pathway in H3K9 lactylation-mediated M1 microglial polarization and inflammation, we performed ChIP-qPCR and found significant enrichment of H3K9 lactylation at the *Tnfα* gene locus after OGD (Figure 5H). Using siRNA to knock down TNFα significantly inhibited OGD-mediated M1 microglial polarization and the increase in inflammatory factors (Figure 5I,J). In conclusion, after OGD, H3K9 lactylation promoted M1 microglial polarization and inflammation by activating the transcription of *Tnfα*, thereby enhancing the TNF signaling pathway.

### 3.5. Inhibition of Lactate Production Alleviates Oxygen Glucose Deprivation-Mediated M1 Microglial Polarization and Inflammation

Histone lactylation uses lactate, a product of anaerobic glycolysis, as a substrate [24,27]. Since P300 modifies both lactylation and acetylation, we used siRNA to knock down LDHA, significantly reducing lactate secretion in BV2 cells after OGD (Figure 6A). LDHA knockdown also markedly decreased total protein lactylation and H3K9 lactylation levels induced by OGD (Figure 6B). Additionally, the expression of M1 microglial marker and various inflammatory factors significantly decreased following LDHA knockdown (Figure 6C–E). The increase in TNFα expression mediated by OGD was also inhibited by the knockdown of LDHA (Figure 6F).

In summary, reducing the production of lactate, the substrate for H3K9 lactylation, can alleviate OGD-induced M1 microglial activation and inflammation.

## 4. Discussion

Microglia-mediated neuroinflammation is a major contributor to secondary neuronal injury in HIE [28,29,30]. Under oxygen–glucose deprivation, microglia undergo M1 polarization and secrete numerous inflammatory factors, exacerbating brain injury [8,31]. Additionally, metabolic reprogramming in HIE significantly increases lactate production, which further promotes inflammation [32,33]. In this study, we investigated the metabolic reprogramming of microglia and its impact on the inflammation following OGD.

In the context of HIE, we observed a phenotypic shift towards M1 polarization in microglia within the rat brain. The prevalence of M1-type microglia is often associated with neuroinflammation, suggesting that HIE may exacerbate brain tissue damage by promoting M1 activation of microglia. Subsequent research revealed a significant accumulation of lactate, a byproduct of anaerobic glycolysis, in microglia following OG. This indicates an adaptive response to energy demands in a hypoxic environment through enhanced lactate production. Growing evidence supports the role of metabolic reprogramming in regulating innate inflammation. In classically activated M1 macrophages and dendritic cells, there is a metabolic shift towards glycolysis, leading to increased glucose uptake and lactate production, as well as the generation of nitric oxide and citrulline [34,35]. Elevated glycolytic activity and lactate levels contribute to pro-inflammation responses during lipopolysaccharide-induced polarization of BV2 cells [33].

The TNF signaling pathway, a classic inflammatory pathway, plays a crucial role in M1 polarization of microglia and has garnered widespread attention [36,37]. Wu Zhongliang et al. demonstrated that the TNF signaling pathway mediates microglial activation in acute paradoxical sleep deprivation in mice [36]. TNFα, a key ligand in the TNF signaling pathway, can alleviate microglia-mediated neuroinflammation by inhibiting its production [38]. However, it remains unclear whether metabolic reprogramming of microglia following OGD regulates polarization and inflammation through the TNF signaling pathway or TNFα, necessitating further investigation into the underlying molecular mechanisms.

Our research revealed that OGD leads to lactylation of histone H3K9 in microglia, possibly mediated by P300. Inhibiting P300 significantly reduced H3K9 lactylation levels and decreased M1 polarization of microglia post-OGD. These data suggest that histone H3K9 lactylation may play a role in regulating M1 polarization of microglia. KEGG enrichment analysis of the transcriptome highlighted the TNF signaling pathway, while GO enrichment analysis indicated a significant enrichment in biological processes regulating inflammation. Given that the TNF signaling pathway is a classic regulatory pathway for M1 microglial polarization, we proposed that H3K9 lactylation activates M1 microglial polarization and inflammation through this pathway. ChIP-qPCR and siRNA knockdown experiments further demonstrated that H3K9 lactylation promotes M1 polarization and inflammation in microglia by activating TNFα transcription, thereby mediating the TNFα signaling pathway.

TNFα, a key ligand in the TNF signaling pathway, activates downstream signaling by binding to TNFR1 or TNFR2 [39,40]. However, the biological effects downstream of TNFR1 and TNFR2 differ. TNFR1 primarily regulates apoptosis, necrosis, and inflammation, while TNFR2 is mainly involved in cell repair, regeneration, and immune regulation. Numerous studies have shown that TNFR1 and TNFR2 exhibit antagonistic effects during inflammation [41,42]. Our transcriptomic data indicated that differentially expressed genes were mainly enriched in molecules downstream of the TNFα and TNFR1 pathways (including *Ptgs2*, *Ccl2*, *Edn1*, *Lif*, etc.). 

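Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) had 17.4 ± 0.16 FPKM in control, 185 ± 29.9 in OGD and 64.3 ± 2.97 in OGD + A-485 (SD, n = 3). Its log2 fold change was 3.39 with OGD (standard error 0.10, adjusted p = 2.27e-07 from limma) and -1.51 with A-485 (standard error 0.10, adjusted p = 3.4e-06 from limma), and it stayed above control in OGD + A-485 (1.88, adjusted p = 5.27e-07 from limma). Ccl2, on chromosome 11 from 82035571 to 82037453, went from 400.0 ± 6.17 to 772 ± 30.7 FPKM with OGD and to 387 ± 40.6 with A-485, which did not differ from control (adjusted p = 0.584 from limma). Edn1, on chromosome 13 from 42301476 to 42307990, went from 1.27 ± 0.188 to 7.69 ± 0.90 FPKM and back to 1.27 ± 0.197, from 36 to 243 reads per library. Lif, on chromosome 11 from 4257557 to 4272514, went from 1.07 ± 0.121 to 4.37 ± 0.273 FPKM and to 0.417 ± 0.123, below control (log2 fold change -1.20, adjusted p = 0.000387 from limma). All of these differences with OGD and with A-485 were larger than the spread between replicates, and every one separated the libraries of the groups compared.

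The genes of the receptors moved differently. Tnfrsf1a, which encodes TNFR1 (chromosome 6, 125349362 to 125362484), had 16.5 ± 1.24 FPKM in control, 19.7 ± 0.739 in OGD and 38.8 ± 2.18 in OGD + A-485, a log2 fold change of 0.26 with OGD (adjusted p = 0.0105 from limma) and 0.97 with A-485 (adjusted p = 4e-06 from limma). It lies in a block of 50 neighbouring genes that were higher with A-485 by a median of 0.45, and with the median of its neighbours removed its change was 0.54. Tnfrsf1b, which encodes TNFR2 (chromosome 4, 145213463 to 145246870), had 46.1 ± 1.5, 85.4 ± 0.482 and 108 ± 3.97 FPKM, a log2 fold change of 0.89 with OGD (adjusted p = 9.06e-07 from limma) and 0.33 with A-485 (adjusted p = 0.000115 from limma), the latter under the threshold on the size of the change. With the median of its neighbours removed, its change with A-485 was 0.62, past that threshold and above the 0.54 of Tnfrsf1a. The removal of neighbours was chosen after the data had been seen.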

According to certain studies, TNFα exists in two forms: transmembrane TNFα (tmTNFα, 25 kDa) and soluble TNFα (sTNFα, 17 kDa) [43]. These isoforms have different affinities for TNFR1 and TNFR2, with sTNFα activating inflammatory factors like IL-1β and IL-6 via TNFR1 [44]. However, it remains unclear why TNFα activates TNFR1 rather than TNFR2 in our HIE and OGD models, necessitating further investigation.

Research on H3K9 lactylation in regulating inflammatory factors is limited, but studies on H3K9 acetylation in macrophages have garnered attention [45,46,47]. Shihab Kochumon et al. found that H3K9 acetylation can increase IL-6 transcription levels in monocytes [46], and Chuanlong Wang et al. discovered that H3K9 acetylation can sustain IL-1β expression [47]. H3K9 acetylation and lactylation, being different modifications at the same site, may regulate the transcription of the same genes. Therefore, we examined the acetylation levels in our experimental models, but observed no significant changes. We hypothesize that increased lactylation in microglia under OGD is due to elevated lactate levels. During OGD, increased LDHA expression leads to extensive conversion of pyruvate to lactate, limiting the availability of acetyl-CoA necessary for acetylation. Consequently, no increase in acetylation was observed.

Finally, by knocking down LDHA, a key enzyme in lactate production, we obtained similar results as with P300 inhibitors, ruling out the possibility that P300 inhibitors regulate polarization and inflammation through acetylation. This further supports our conclusion.

In this study, we examined four lactylation sites on histone 3 and two lactylation sites on histone 4, finding that H3K9 lactylation was the most significantly upregulated. However, whether lactylation at other unexamined histone sites also plays important roles in macrophage polarization and inflammation requires further investigation.

In summary, our results emphasize the impact of histone lactylation on microglial M1 polarization and inflammation under oxygen–glucose deprivation. Our study provides new mechanistic insights into neuroinflammation induced by oxygen–glucose deprivation and proposes potential therapeutic strategies to mitigate inflammation-related damage in HIE and promote neuroprotection. Future research should further explore the clinical application of these mechanisms.

## Figures and Tables

**Figure 1:**
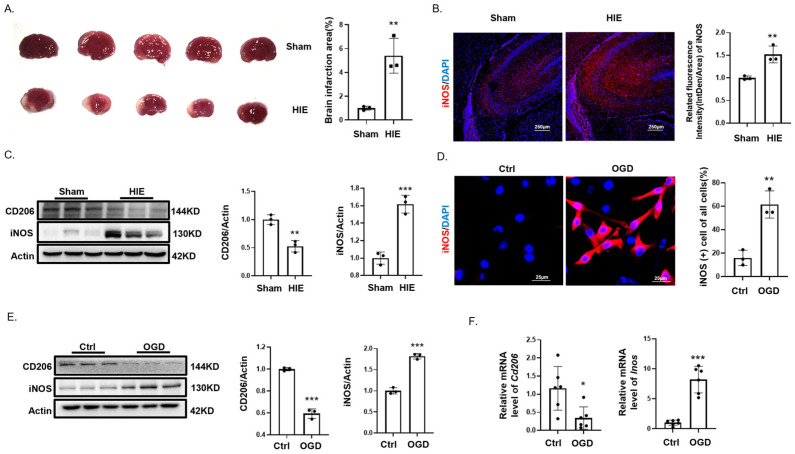
Hypoxia-Induced M1 microglial polarization. (**A**) TTC staining highlights an extensive infarct area in the left hemisphere of the brain in the hypoxic–ischemic encephalopathy (HIE) model (*n* = 3). (**B**) Immunofluorescence of iNOS (+) microglial highlights increased in the infarct zone compared to sham. Scale bar = 250 μm (*n* = 3). (**C**) Western blotting of CD206 and iNOS shows differential expression in HIE versus sham brain tissues (*n* = 3). (**D**) Immunofluorescence shows a significant increase in M1 polarization of BV2 cells after 24 h of oxygen glucose deprivation (OGD) (*n* = 100). Scale bar = 25 μm. (**E**) Western blotting shows changes in CD206 and iNOS levels in BV2 cells after 24 h OGD (*n* = 3). (**F**) qPCR quantifies changes in *Cd206* and *Inos* mRNA levels in BV2 post-OGD (*n* = 6). Significance; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
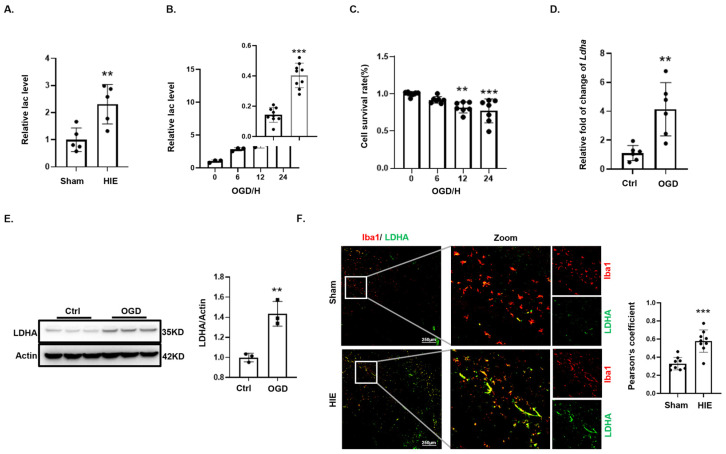
Effects of glucose deprivation on microglial anaerobic metabolism. (**A**) Lactate assay comparison between brain tissues from subjected to HIE and sham controls (*n* = 3). (**B**) Lactate quantification in BV2 cell over time during OGD, normalized relative to cell counts (*n* = 3). (**C**) Cell viability changes during OGD assessed by CCK8 assays (*n* = 6). (**D**) *Ldha* mRNA levels in BV2 cells post-OGD measured via qPCR (*n* = 6). (**E**) LDHA protein levels in BV2 cells post-OGD analyzed by Western blotting (*n* = 3). (**F**) LDHA expression in microglia (Iba1-positive) from sham and HIE groups shown by immunofluorescence, with Iba1 in red and LDHA in green. Scale bar = 100 μm (*n* = 9). Significance: ** *p* < 0.01; *** *p* < 0.001.

**Figure 3:**
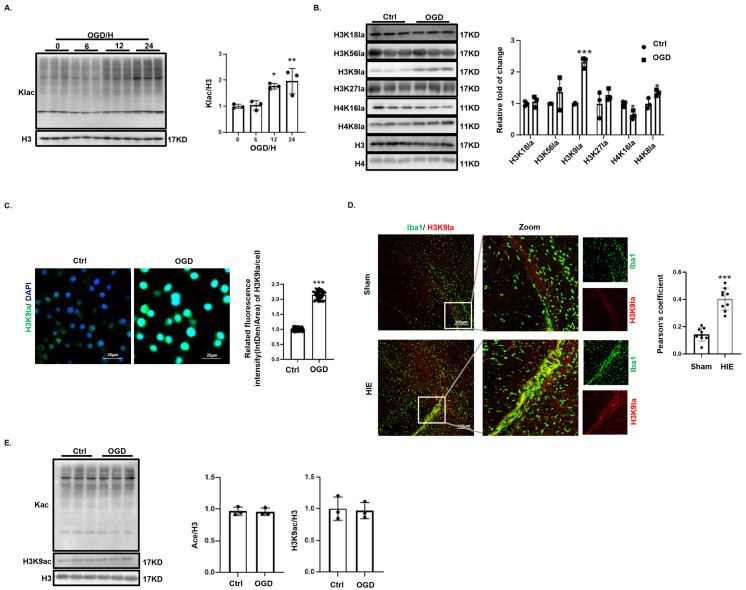
Increased H3K9 lactylation following glucose deprivation. (**A**) Total protein lactylation levels in BV2 cells during OGD, analyzed by Western blotting (*n* = 3). (**B**) Lactylation at H3K18, H3K56, H3K9, H3K27, H4K16, and H4K8 sites following OGD, shown by Western blotting (*n* = 3). (**C**) Significant increase in nuclear H3K9 lactylation in BV2 cells post-OGD, shown by immunofluorescence staining. Scale bar = 25 μm (*n* = 50). (**D**) H3K9 lactylation in Iba1-labeled microglia from sham-operated and HIE brain tissues, shown by immunofluorescence. Scale bar = 100 μm (*n* = 9). (**E**) Total protein acetylation and H3K9 acetylation levels in BV2 cells post-OGD, analyzed by Western blotting (*n* = 3). Significance: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 4:**
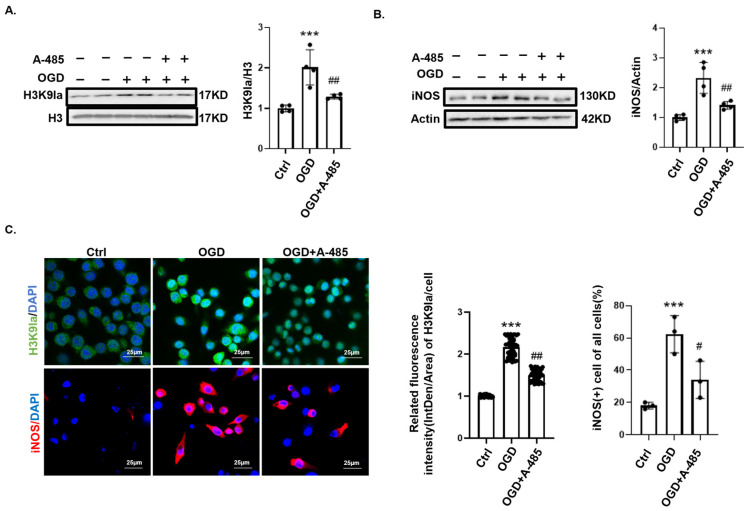
Histone lactylation regulates M1 polarization of microglia. (**A**) H3K9 lactylation levels in BV2 cells treated with or without 50 μM A-485 after 24 h of OGD (*n* = 4). (**B**) Western blotting analysis showed that A-485 reduced M1 polarization levels in cells following OGD (*n* = 4). (**C**) Immunofluorescence indicating that A-485 decreased OGD-induced H3K9 lactylation and reduced iNOS (+) microglia. Scale bar = 25 μm (*n* = 50). Significance: ^#^ *p* < 0.05; ^##^ *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
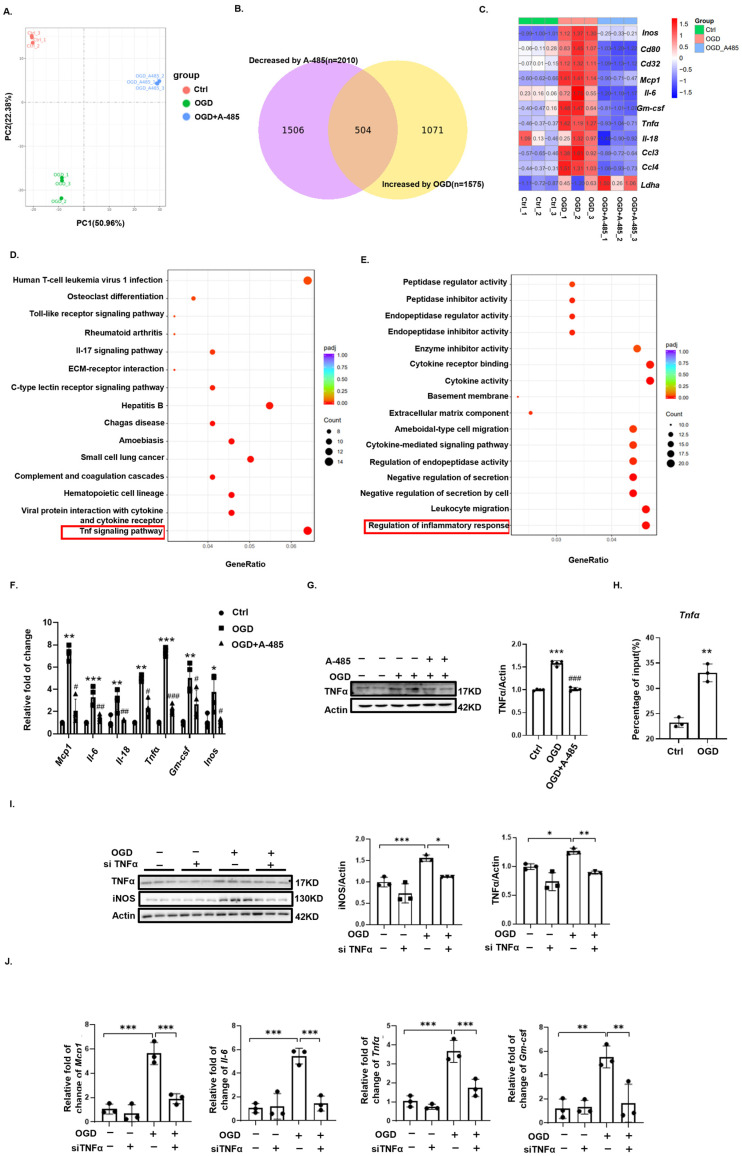
Histone lactylation regulates microglial polarization through the TNFα pathway. (**A**) PCA plot of genes from the control, OGD, and OGD + A-485 groups. (**B**) Venn diagram of genes upregulated in the OGD group compared to the control group and downregulated in the OGD + A-485 group compared to the OGD group. (**C**) M1 microglia-specific genes among the control, OGD, and OGD + A-485 groups. (**D**) KEGG enrichment analysis of intersecting genes from the Venn diagram. (**E**) GO enrichment analysis of intersecting genes from the Venn diagram. (**F**) Western blotting analysis of TNFα levels in the control, OGD, and OGD + A-485 groups (*n* = 4). (**G**) Changes in inflammatory factors among the control, OGD, and OGD + A-485 groups (*n* = 4). *, **, ***, OGD vs. Ctrl; #, ##, ###, OGD + A-485 vs. OGD. (**H**) ChIP-qPCR analysis of H3K9 lactylation enrichment in the *Tnfα* DNA fragment (*n* = 3). (**I**) Changes in M1 microglial polarization among the control, siTNFα, OGD, and OGD + siTNFα groups (*n* = 3). (**J**) Changes in inflammatory factors among the control, siTNFα, OGD, and OGD + siTNFα groups (*n* = 3). Significance: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001.

**Figure 6:**
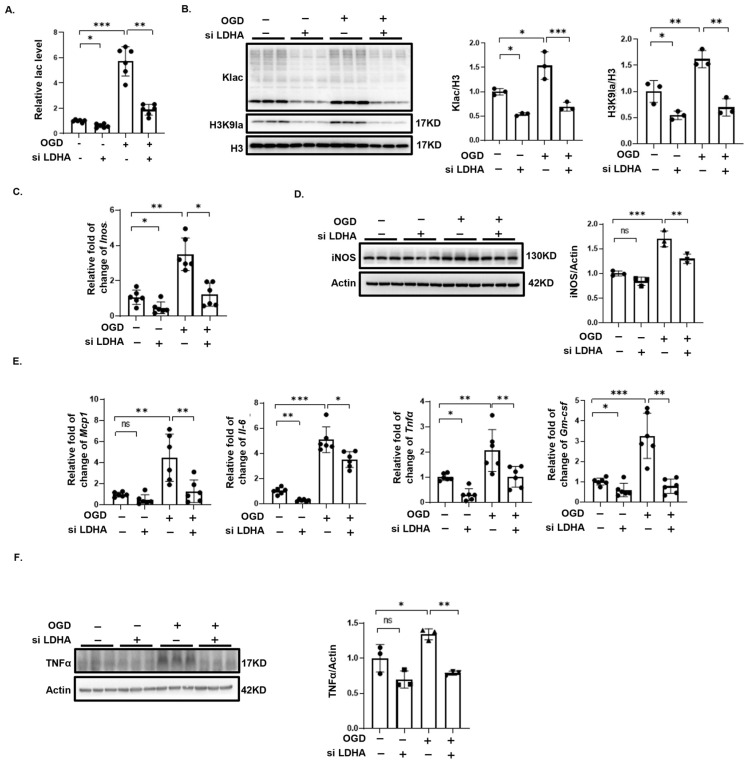
siRNA knockdown of LDHA alleviates OGD-induced M1 microglial polarization and inflammation. (**A**) LDHA knockdown significantly reduces lactate levels in BV2 cells post-OGD (*n* = 6). (**B**) Western blotting showing total protein lactylation and H3K9 lactylation levels in BV2 cells after LDHA knockdown (*n* = 3). (**C**) qPCR results showing reduced OGD-induced expression of M1 microglial markers *Inos* after LDHA knockdown (*n* = 6). (**D**) Western blotting showing reduced iNOS expression LDHA knockdown (*n* = 3). (**E**) qPCR results indicating reduced mRNA levels of pro-inflammatory genes after LDHA knockdown (*n* = 6). (**F**) LDHA knockdown significantly reduced the OGD-induced increase in TNFα (*n* = 3). Significance: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. ns, no significant difference.

## Data Availability

The original data presented in the study are openly available in GEO at GSE272754.

How the deposited data were processed for this re-analysis (not part of the article)

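RNA of BV2 cells was sequenced in 3 groups of 3 libraries: control, OGD for 24 h, and OGD for 24 h with 50 μM A-485. Each library was mapped to its group by the sample labels, which name the group and a replicate number. The paper gives the OGD duration and the A-485 dose for the experiments that precede the transcriptome and does not repeat them for it.

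The authors deposited a table of FPKM for 54532 genes with gene lengths and coordinates. According to the paper, clean reads were counted on genes with featureCounts, FPKM was computed by the authors from gene length and read count, and the authors tested for differential expression with DESeq2 and for enrichment with KOBAS. The deposited FPKM multiplied by gene length and by the divisor of the library gave whole reads for 100% of the values above 0. The divisor was a size factor of the median-of-ratios kind times the geometric mean of the library totals. The deposited FPKM therefore already hold that normalization, and the planned rescaling by median-of-ratios factors could hardly move any result and shows no stability. The reads on genes ranged from 12593250 to 16091038 per library, with group medians of 13653401 (control), 12842430 (OGD) and 15208237 (OGD + A-485). The 10 most abundant genes took between 5.38% and 6.37% of the reads, and the mitochondrial genes between 1.14% and 2.20%.

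From these values, log2(FPKM + 0.1) of the 16123 genes with a mean of at least 0.2 FPKM was fitted with limma 3.58.1 in R 4.3.3, with a mean per group and a trended prior variance. The comparisons were OGD against control, OGD + A-485 against OGD and OGD + A-485 against control, the last used for the overlap genes and for the genes named. A gene was called at an unadjusted p-value under 0.01 and an absolute log2 fold change above 0.5, as in the paper, and Benjamini-Hochberg adjusted p-values are given beside. The authors' count test was not repeated. The deposited values are FPKM, and a fit of the reads recovered from them with limma-voom is an alternative. Gene lists for the TNF pathway, cytokines, inflammation, hypoxia, glycolysis, sterol synthesis, the integrated stress response, interferon response and M2 markers were written by hand from general knowledge before the values were seen, and KEGG and GO tables were not used here. Overlaps were tested with Fisher's exact test and with 10000 random lists matched on mean FPKM, and with GC content or gene length in addition. Shifts of whole lists were tested with limma's camera (inter-gene correlation 0.01) with Benjamini-Hochberg adjustment over 14 tests. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

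The genes named in the text are those the paper names, and in each comparison the 3 annotated genes with the largest rise and the 3 with the largest fall among genes with a mean of at least 1 FPKM, called and without overlap between the groups, and the 5 overlap genes for which the smaller of both changes was largest. Genes named outside that rule, other than the members of the overlap in the TNF pathway list, which are given in full, are marked as chosen after their values were seen. Which gene names count as annotated was settled after the table had been opened and before the chosen genes were seen.

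The pairing of libraries by replicate number comes from the sample labels. The alternatives set before the data were examined were pseudocounts of 1 and 0.01, a minimum mean of 1 FPKM, no filter on low values, rescaling by median-of-ratios factors, quantile normalization, fits of only the groups compared, the replicate number as a block, no trend in the prior variance, limma-voom on recovered reads, an adjusted p-value under 0.05, the output part of the TNF list, genes scaled to unit variance for the principal components, and each library left out in turn. Scaling to library totals, the removal of the median of neighbouring genes, and quantile normalization and left-out libraries for the list shifts were added after the data had been seen.

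On simulated FPKM for 16121 genes, 193 tested genes were changed. The limma fit recovered 94.9% of the 4-fold and 77.1% of the 2-fold changes and called 0.433% of the 15928 unchanged genes. The simulation gave all genes the same dispersion, planted no regional shifts and changed far fewer genes than were called in the real data. These rates are therefore not the error rates of the real fit. The search for shifted blocks of neighbouring genes was tested on 20 simulated data sets of 11863 genes with a block of 200 genes shifted by 0.4. It was first run with a fixed threshold of 0.3 on the median of 50 neighbouring genes, and that version failed its test: windows outside the planted chromosome passed 0.3 in 20 of 20 data sets with normal noise of SD 0.6, and in 7 of 20 with the real fold changes in shuffled order. A less strict pass mark for the same threshold was tried and dropped. The threshold was then replaced, after the real values had been seen, by the highest value in 100 shuffled gene orders. With it, no window outside the planted chromosome passed in either version (0 of 20), and the planted block was found in 20 of 20 data sets with the real spread and in 15 of 20 with the larger noise, so that blocks of this size can be missed.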

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

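The tests of the overlaps with divided OGD libraries for the genes lowered by OGD and raised by A-485, of GC content and gene length, of the regroupings and of the splits of 3 libraries against 6, and of matched random lists and splits for the hypoxia rise, the sterol fall and the M2 rise were chosen after the results had been seen. The tests on blocks of neighbouring genes and on the removal of their median were written down before they were run, but after the switched genes had been noticed.

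Signals outside the comparisons that the paper draws from its transcriptome were found in 6 places. In the OGD + A-485 libraries, long runs of neighbouring genes were shifted together against the OGD libraries. Over windows of 50 neighbouring genes with a mean of at least 1 FPKM, the largest median log2 fold change was 0.716, on chromosome 14 from 50824059 to 55591113, whereas the largest between OGD and control was 0.312 in absolute value. In 100 shuffled gene orders the largest window lay between 0.235 and 0.381. With the highest of these as the threshold, 11 blocks on 8 chromosomes held 1090 of the 11863 genes (9.2%), 4 blocks higher and 7 lower. The largest was on chromosome 9 from 52047173 to 78489151, with 180 genes and a median of -0.42, and others were on chromosome 13 from 69497959 to 118387252 (170 genes, -0.39), on chromosome 3 from 27182965 to 84979198 (140 genes, 0.44), on chromosome 14 from 34237033 to 60251507 (130 genes, 0.47) and at the end of chromosome 4 from 145455633 (120 genes, -0.48). The medians of these 5 blocks between OGD and control were 0.04, 0.02, -0.05, -0.08 and -0.12. With the threshold of 0.3 used first, which the simulated data showed to be too low, there were 14 blocks with 1880 genes (15.8%).

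The blocks were put to 4 tests. After each gene's change was set against genes of similar GC content and length, the largest window was still 0.687, so GC content and length do not account for it. The window chosen in OGD + A-485 replicate 1 was shifted by at least 0.658 in the other replicates, so it does not come from a single library. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, had a window as far from 0, and a design of this size cannot give a share under 0.05. In the blocks, 79.3% of the genes moved in the direction of their block, but the blocks were chosen for that shift, so this number does not decide between explanations. A candidate explanation is that the OGD + A-485 cultures carried other chromosome copies than the OGD cultures, as different sublines of a cell line can. A regional effect of A-485 on chromatin would give blocks too, and there were no libraries with A-485 and without OGD. The copies of the chromosomes were not measured, and the culture and the treatment cannot be told apart here.

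In the same libraries, 63 genes were switched against both other groups: 46 had at least 30 reads in every OGD + A-485 library and at most 3 in every other library, and 17 the reverse. No gene met either condition for the control or the OGD group, with 0 in each. These read limits were set after Cyp2c66, C1qb, Vnn3, Pdcd1 and Pdk3 had been seen. Cyp2c66 had 831, 990 and 864 reads in OGD + A-485 and 0 in each other library (at least 264-fold higher), C1qb had 215, 218 and 202 against 0 (at least 62.6-fold higher), and Vnn3 had 704, 709 and 725 against at most 1 (at least 211-fold higher). Pdcd1 and Pdk3 fell from between 344 and 400 reads and between 297 and 394 reads in OGD to at most 5, which is above the limit of 3 for either to be counted among the 63. Of the switched genes, 54 were protein coding, and 0.0% were shorter than 200 bases, so they are not short genes. Genes with few reads were left out by the limit of 30 reads itself, so the number of reads was not tested. The split was first compared with 36 regroupings of the 9 libraries, of which 4 gave as many genes. All 4 keep the OGD + A-485 libraries together and exchange only control and OGD libraries, so that count cannot fall under 4. After this had been seen, the 27 splits of 3 libraries against 6 that take 1 library of each replicate number were counted instead, and 1, the real one, gave as many. The window of 0.716 was also looked for as a sign of other chromosome copies behind the switched genes, but it was not measured on these genes and does not bear on their cause. Cyp2c66, switched on, lies in a block that was lowered (-0.38), which goes against that explanation for it. Signal from other cells was not tested. The pattern therefore cannot be told apart from a difference between cultures that is unrelated to A-485.

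The paper reports the genes raised by OGD and lowered by A-485. The opposite set, lowered by OGD and raised by A-485, held 346 genes, against 193.6 from the call rates (ratio 1.79). With the OGD libraries divided so that no library served both comparisons, the ratio was at least 1.53, although each division leaves 1 of the comparisons with a single OGD library, and with the median of neighbouring genes removed it was 2.01. Of 36 regroupings of the libraries, 1, the real one, gave as many genes, while the 3 others that keep the OGD libraries together and exchange control with OGD + A-485 libraries gave 336, 338 and 345. The count thus hardly depends on which of the other libraries are control, and the regroupings do not exclude an effect of the choice of libraries. By these ratios the shared OGD libraries and regional shifts do not account for the whole set, and a partial return toward control with A-485 is a hypothesis, which a difference between cultures leaves open.

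The hypoxia list rose with OGD by a median of 1.21 (32 of 32 genes higher in OGD, adjusted p = 1.15e-17 from camera). No shift of the list as a whole was found with A-485 (median -0.05, adjusted p = 0.952 from camera). Of its genes, A-485 lowered 5 and raised 3. Random lists matched on mean FPKM, on mean FPKM and GC content, or on mean FPKM and gene length gave a p of 0.0001 each, the smallest they can give, so expression level, GC content and length do not account for the rise. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave a median as far from 0, and the others reached at most 0.425. A count out of 4 cannot give a share under 0.05 and so does not bear on the result either way. An answer to low oxygen is the hypothesis that the design offers.

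The sterol synthesis list fell with A-485 by a median of -1.06 (21 of 22 genes lower, adjusted p = 1.97e-09 from camera), and the M2 marker list, which holds Mrc1 and Arg1, both named in the paper, rose by 1.46 (8 of 9 genes higher, adjusted p = 0.000586 from camera). Matched random lists gave a p of 0.0001 for each list and each match, the smallest they can give. With the median of neighbouring genes removed the medians were -1.054 and 1.493, so regional shifts do not account for them. For each list, 1 of 4 splits, the real one, gave a median as far from 0, and the others were at most 0.384 from 0 for the sterol list and 0.57 for the M2 list. A count out of 4 cannot give a share under 0.05 and so does not bear on the result either way. Removing neighbours corrects only regional shifts, and these changes may be an effect of A-485 or of other cultures, which these libraries do not separate.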

How the results depend on the processing

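Of the 583 values that the 32 main results took under alternatives, 17 moved, 14 reversed and 1 became weaker. The other 551 kept their direction and their side of the threshold, but that number is no measure of stability, since some of these values could hardly move. A fold change of a gene does not depend on the filter, the replicate block, the prior variance or a library outside the comparison, and the rescaling by median-of-ratios factors was already part of the deposited values. The counts of genes called stayed within 1.5 times the values given, except for the genes lowered by OGD and raised by A-485, of which there were 212 with a pseudocount of 1 against 346, and the cause was not tested. The overlap of genes raised by OGD and lowered by A-485 lay between 436 (pseudocount 1) and 630 (adjusted p-value under 0.05), and between 471 and 527 across the 9 fits that each left out 1 library. Of the 531 genes, 409 were shared with the first of these, 531 with the second, 515 with limma-voom and 437 with the median of neighbouring genes removed. No scaling moved the median of all genes by more than 0.1. The balance of directions did depend on the scaling. Between OGD and control, 1803 genes were raised and 1581 lowered (53.3% raised), against 1588 and 1867 (46.0%) with library totals and 1622 and 1756 (48.0%) under quantile normalization. Between OGD + A-485 and OGD, library totals gave 40.6% raised against 47.7%.

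With the replicate number as a block, 1740 genes were raised and 1548 lowered by OGD, 1937 raised and 2109 lowered by A-485, and 518 were in the overlap, 500 of them shared with the 531. The pairing check gave a mean correlation of -0.002 for same-numbered libraries, so the block has little to remove. Of the 4 splits of the 6 libraries that part as many same-numbered pairs as the real one, 1, the real one, gave as many calls between OGD and control (3384) and 1 between OGD + A-485 and OGD (4139), and the others gave at most 81 in the first comparison. With an adjusted p-value under 0.05 the others gave at most 7 genes against 7300, and at most 3 against 8036.

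The TNF pathway enrichment had a p-value between 1.1e-06 and 1.2e-05 across the 9 fits without 1 library and between 2.2e-07 and 5.9e-05 under the other alternatives. The M1 panel count was 6 under quantile normalization and 7 or 8 otherwise. The rise of Tnf with OGD was 0.479 under quantile normalization, under the threshold of 0.5, and the cause was not tested. The change of Ldha was near 0 and reversed to -0.060 with OGD and -0.124 with A-485 under quantile normalization, and to -0.155 with A-485 after removal of the median of neighbouring genes, never past the thresholds. The share of overlap genes below control was 60.3% with limma-voom, and between 54.7% and 61.1% across the 9 fits without 1 library, and the cause was not tested.

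The share of variance on the first component was 53.3% with a pseudocount of 1, 31.6% with a pseudocount of 0.01, 53.3% with a minimum mean of 1 FPKM and 34.4% with no filter, and between 37.5% and 44.8% with each library left out. The share on the second was 22.7%, 15.6% and 20.6% under the first 3 of these, 27.4% with genes scaled to unit variance, and between 16.5% and 21.3% with each library left out. The cause was not tested.

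Several lists whose medians were near 0 changed sign, none with an adjusted p-value under 0.05. For A-485, the glycolysis list had -0.000971 with library totals, -0.106 under quantile normalization and from -0.011 to 0.085 with a library left out. The interferon list had -0.031, -0.034 and from -0.067 to 0.10 in the same order. The TNF pathway list had -0.0084 with library totals, and the hypoxia list 0.0065 with the median of neighbouring genes removed. For OGD, the integrated stress response list had -2.85e-06 with library totals. For list shifts, quantile normalization and left-out libraries were chosen after seeing the data, as were library totals and the removal of neighbours for all results.

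Of the 1297 values of named genes under alternatives, 1271 were the same, 8 weaker, 9 stronger and 9 reversed. The reversed ones were near 0 or rested on few reads. Ep300 with A-485 was -0.0406 after removal of the median of neighbouring genes. Mir210, with at most 4 reads per library, was -0.03 with A-485 under library totals, -0.0415 with limma-voom, and from -0.403 to 0.613 with a library left out. Ighj3, with at most 7 reads, ran from -0.277 to 0.323 with OGD with a library left out. Depth limits such genes, Csf2, Il6 in OGD + A-485 and the 11-base Ighd4-1, where 1 to 3 reads per control library made 10.0 FPKM.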

Differences from the paper's values

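The values set beside the paper's were counts of genes and shares of variance. None of them differed by more than 1.5 times in the analysis given. The paper's qPCR results were not among them. The paper's overlap of 504 genes stands against 531. Of the paper's figure values, about 1600 genes raised in Fig. 5B stand against 1803, and about 2000 genes lowered in Fig. 5B against 2165. About 51% and about 22% on the axes of Fig. 5A, read by eye, stand against 40.4% and 18.0%. These shares were 53.3% and 22.7% with a pseudocount of 1, and 31.6% and 15.6% with a pseudocount of 0.01. About 14 genes in the TNF pathway in Fig. 5D, read by eye, stand against 13 with a list written by hand.

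The paper states that the M1 genes among its overlap were raised by OGD and all suppressed by the inhibitor. All 10 were lower with A-485, and 3 were not called higher with OGD. Cd80 had a log2 fold change of 0.49, and was called under quantile normalization (0.504), without control replicate 3 (0.552) and without OGD replicate 1 (0.542). Il6 had an unadjusted limma p of 0.0175, and was called with a pseudocount of 1 (p of 0.00739 from limma), with the replicate block (p of 0.00816 from limma), with limma-voom (p of 0.00105), with an adjusted p-value under 0.05, and with the median of neighbouring genes removed (p of 0.0084 from limma), the last of which was chosen after seeing the values. Il18 had a log2 fold change of 0.29 and was called under none of the alternatives. Ldha, which Fig. 5C lists with these genes, was not called in either comparison under any alternative. The paper's qPCR found more Ldha mRNA after 24 h of OGD (Fig. 2D), a rise that these libraries do not show. It also found less Cd206 mRNA after OGD (Fig. 1F). Mrc1, which encodes CD206, had at most 2 reads in each control and OGD library, too few to show a fall.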

Other observations

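The tests with divided OGD libraries, matched genes not changed by OGD, matched mean FPKM and serum were written before the values were seen. The removal of the median of neighbouring genes was written down before it was run and after other results, and the remaining tests were chosen after the results had been seen.

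The OGD libraries serve in both comparisons, which could by itself give an overlap of genes raised by OGD and lowered by A-485. With the OGD libraries divided in 6 ways so that none served both, the ratio of the observed to the expected overlap was between 2.14 and 2.31. With 3 OGD libraries, each division leaves 1 of the comparisons with a single OGD library, so these ratios rest on less data than the overlap itself. Of genes not changed by OGD, meaning not called, and matched on mean FPKM, 12.7% were lowered by A-485 (10.3% to 15.7% over 1000 draws). Of the genes raised by OGD, 29.5% were. A general fall with A-485 at the first rate does not give the whole overlap, but it can give part of it. Mean FPKM was the only property matched. Of 36 regroupings of the 9 libraries, 1, the real one, gave as many genes, while the 3 others that keep the OGD libraries together gave 454, 458 and 467. With the median of neighbouring genes removed, the ratio was 2.31 and the TNF pathway enrichment had p = 9.14e-06 (Fisher's exact test). Random lists matched on mean FPKM, on mean FPKM and GC content, or on mean FPKM and gene length gave a p of 0.0001 for the TNF pathway list, the smallest they can give. None of these tests corrects a difference between cultures that is not regional.

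The genes raised by OGD and raised again by A-485 numbered 242, against 220.7 from the call rates (ratio 1.10), and the ratio was between 1.18 and 1.30 with divided OGD libraries. This set was considered as a separate result and left out of the results described above after its values had been seen.

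The medium of the OGD group held 4% serum against 10% in control, which might raise sterol synthesis genes. Their median log2 fold change with OGD was -0.123, a fall (17 of 22 genes lower, adjusted p = 0.0168 from camera).

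As a whole, the TNF pathway list rose with OGD (median 0.20, 63 of 94 genes higher, adjusted p = 0.00437 from camera) and did not shift with A-485 (0.06, 45 of 94 lower, adjusted p = 0.739 from camera). The glycolysis list rose with OGD (median 0.39, 16 of 18 genes higher, adjusted p = 0.000528 from camera), and so did the M2 marker list (median 0.41, 8 of 9 genes higher, adjusted p = 0.00332 from camera).

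Arg1 rose with OGD from 0.462 ± 0.189 to 10.1 ± 1.13 FPKM and with A-485 to 109 ± 8.44 FPKM (SD, n = 3). Mrc1, which encodes CD206, had at most 2 reads in each control and OGD library and 102, 125 and 91 in OGD + A-485, at least 31.2-fold higher. Ep300, which encodes P300, had 14.1 ± 0.505, 12.8 ± 0.199 and 14.6 ± 1.15 FPKM. Mmp12, which like Arg1 is among the annotated genes with the largest rises with OGD, went from 1.55 ± 0.0929 to 29.0 ± 1.89 FPKM, and A-485 did not change it (27.1 ± 1.75, adjusted p = 0.292 from limma). Mir210 and the largest falls with OGD, Ighd4-1, Mir6999 and Mir7227, rested on 0 to 7 reads per library, and Mir6999 and Mir7227 lie within other genes on the same strand.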
